A study of Drosophila melanogaster with 3 samples.

How the data were processed

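The data are single-cell RNA-seq libraries of larval peripheral chemosensory organs, 1 group of 3 replicates, with the group and the replicate number taken from the labels. Per the labels' protocols, organs carrying a fluorescent label were picked by hand from third-instar larvae, dissociated with collagenase and elastase, and processed with DisCo, a droplet method that pairs cells with barcoded beads under observation and suits small samples. Reverse transcription was done on the chip, cDNA was amplified for 21 cycles, and libraries were sequenced on a NextSeq 500 with a 20-base read 1 and a 50-base read 2. The titles also carry a different suffix for each library, whose meaning the labels do not explain, and it was not used.

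The authors' deposited files hold whole-number counts per gene and per 12-base barcode, not normalized, per the file headers and the values. The aligner, the counter, the genome build, the annotation, any collapsing of copies to molecules, any correction of barcodes and the filter on cells are not stated per the labels, so values are called counts and not molecules. If copies were not collapsed, amplification would widen the true error beyond every interval given. The tables list genes by symbol only, 10457 symbols over the 3 libraries, of which 8165 were current in the gene name table and 2159 of the others were a synonym of 1 gene in the RefSeq table (assembly Release 6 plus ISO1 MT). For 4 listed genes the older symbol in the files was used (Cg25C, CG45783, CG3280 and Cha). Since the build is not stated, no coordinates are given, and FlyBase identifiers, chromosome arms and neighbouring genes come from those tables.

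Barcodes with at least 200 genes were kept, with no limit on the mitochondrial share. Depth per library was 508018, 689416 and 369432 counts in replicates 1, 2 and 3. Levels are CPM, counts scaled to 1000000 per library over the summed kept barcodes. Exact 95% intervals were computed with scipy 1.17.1, and where nothing was counted the limit given is 3 counts of the total. For clustering in scanpy 1.11.5, counts were scaled to 10000 per barcode and log-transformed, 1000 variable genes were chosen with the library as batch, leaving out receptor, odorant-binding protein, transmitter, mitochondrial and ribosomal protein genes, and 20 principal components, 15 neighbours and Leiden clustering at resolution 1 (10 iterations, seed 0) followed. The neighbour graph was first weighted by Gaussian distances. These gave as many clusters as barcodes when no minimum of genes was set, so the UMAP weights of the tool were used in their place for every setting, and the Gaussian weights were kept as an alternative.

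Marker lists for neurons, glia, muscle, epidermis, sensillum support cells, hemocytes, fat body, trachea and salivary gland were fixed before the data were examined. The rule that turns them into names was set after: a cluster was named when at least 3 markers of 1 class were each counted in at least 25% of its barcodes and at 2-fold or more the CPM of all other barcodes, and no other class had 2 such markers. A name was withdrawn from a cluster far shallower than its library's median barcode if none of its top genes was a marker of the class. None of the main clusters lost a name by this. Scrublet, run per library, called 21, 59 and 22 kept barcodes doublets (34.4%, 27.6% and 9.52%). They were kept, as fixed before the data were examined, and leaving them out was an alternative.

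The receptor list held all Gr, Ir, Or and ppk genes with Orco, and TRP and other mechanosensory channel genes; Obp and transmitter genes were separate lists. For the planned comparisons, the genes named were set by a rule fixed before the data were examined. It names Ir25a, Ir76b and Orco always, up to 10 listed genes with the largest fold change among those past an adjusted p of 0.05 and changed the same way in every library, and for co-detection the 5 receptor genes counted in most neuron-like barcodes. No gene met the fold-change part. All other receptor genes named, which are those of the gathered pairs, and Obp28a, Gasp and grh were chosen after their values were seen. To compare shares at equal depth, barcodes were thinned to 395 counts, the 25th percentile, and 125 shallower barcodes were left out.

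The main planned tests, neuron-like against other cells and Orco-positive against Orco-negative neuron-like cells, required at least 5 barcodes of each class in at least 2 libraries. They were not run, since neuron-like clusters lay in 1 library and Orco was counted in 1 library. The other class planned, a barcode with counts of at least 2 neuron markers, was present in every library and was tested in their place. Its counts were summed per library and class and fitted with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, glmQLFit and glmQLFTest, library as a block, Benjamini-Hochberg adjustment), with DESeq2 1.42.0 as an alternative. Both sums of a library come from the same cell suspension, and their deviations from the class means correlated at 0.902, 0.829 and 0.839 across 3445 genes in replicates 1, 2 and 3, so the block was kept. The neuron markers, which define the classes, were left out of all counts of calls. The fit was tested on simulated counts with 200 changed genes and the same dispersion for every gene. There it made 0 wrong calls at a log2 fold change of 2 and 3 at a change of 4.

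Related barcodes were found by edit distance to the 3 deepest barcodes of a library, with the deepest barcodes of the other libraries as the chance level. The rule for gathered genes was tested on simulated data in which each gene's counts were spread over the barcodes by depth. It gave a mean of 0.1 pairs over 200 simulations and found all 20 planted pairs of 20 counts. Alternatives covered the minimum of genes, the mitochondrial limit, the clustering resolution and weights, doublets, centring within libraries, the scaling, the count filter, the block, thinning, merging of related barcodes, the limits of both rules, and leaving out each replicate.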

Results

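Transcripts of cells from the external chemosensory organs of third-instar Drosophila melanogaster larvae were counted in 3 replicate libraries of 1 group. The library sums correlated weakly. Over genes with at least 10 counts in a pair together, Pearson correlations of log2 CPM were 0.113 for replicates 1 and 2. They were -0.0995 for replicates 1 and 3 and 0.264 for replicates 2 and 3. Means with SD over the 3 libraries therefore describe unlike libraries. The labels give no treatment and no second group, so every comparison set classes of barcodes side by side within libraries, with the library as the replicate. A barcode is the sequence on a bead that marks the transcripts caught with it, and it was not taken to be a cell. The series title names coding across modalities and senses in the larval taste periphery, so the questions followed were which receptor genes were counted, in which barcodes, and whether receptor families were counted together.

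The tables held 295, 518 and 556 barcodes in replicates 1, 2 and 3, of which 33, 17 and 96 carried no counts. Total counts were 508018, 689416 and 369432. With at least 200 genes required, 61, 214 and 231 barcodes were kept, 506 of 1369 in all, and they held 97.9%, 94.9% and 93.6% of the counts. Depth was very uneven between barcodes. The deepest barcode alone took 23.0%, 24.1% and 34.3% of the kept counts in replicates 1, 2 and 3, and the 3 deepest together took 46.9%, 42.0% and 44.8%. Median counts per kept barcode were 3337, 521.5 and 513. At least 1000 genes were counted in 24, 29 and 10 barcodes. Intervals given here are exact 95% Poisson or Clopper-Pearson binomial intervals, and they cover counting error only.

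**Figure D1:**
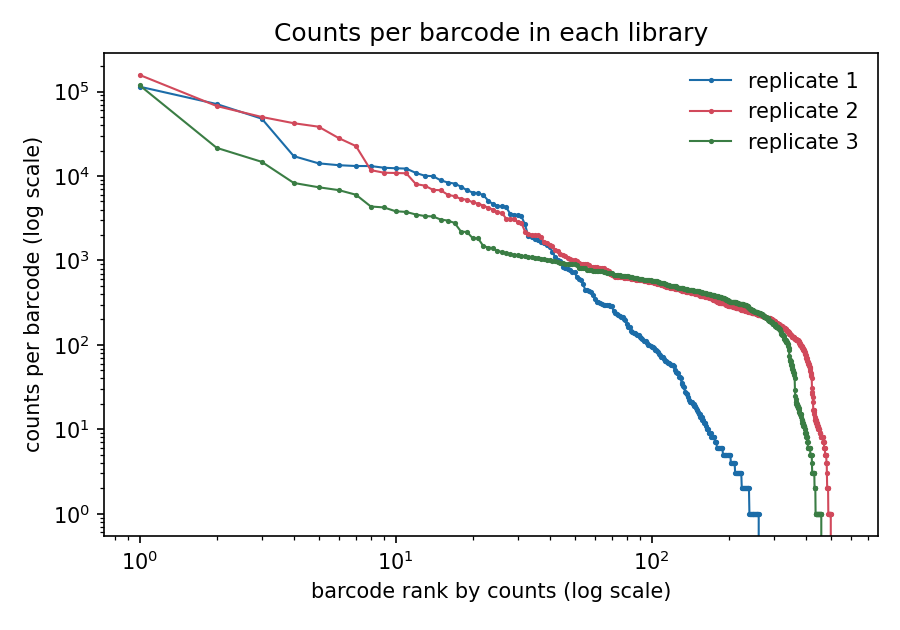
Counts per barcode (vertical axis, log scale) against the rank of the barcode by counts (horizontal axis, log scale) for the 3 libraries, 1 line per library; barcodes without counts are not drawn. The deepest barcodes reached 114289, 157381 and 118614 counts in replicates 1, 2 and 3, while the median kept barcodes of replicates 2 and 3 held 521.5 and 513.

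The barcode sequences were compared within and between libraries. Of the kept barcodes of replicate 1 other than its 3 deepest, 30 of 58 (51.7%, interval 38.2 to 65.0) lay within 4 edits of 1 of those 3. Against the 3 deepest barcodes of each of the other libraries the figure was 1.72% (interval 0.209 to 6.09), which gives the level of chance similarity. In replicate 3 the shares were 25 of 228 (11.0%, interval 7.22 to 15.8) and 2.19% (interval 1.06 to 4.0). In replicate 2 they were 8 of 211 (3.79%, interval 1.65 to 7.33) and 3.32% (interval 1.83 to 5.50), and the difference was within counting error. Among the 10 barcodes next in depth after the 3 deepest, 9 in replicate 1, 1 in replicate 2 and 8 in replicate 3 lay within 4 edits. The deepest barcodes and those near them held 90.6% of the kept counts of replicate 1, 48.2% of those of replicate 2 and 64.5% of those of replicate 3. With 3 edits the share in replicate 1 fell to 0%, the largest shift of any limit tried, because its near barcodes stood at exactly 4 edits. At that limit replicate 2 had 5 of 211 (2.37%, interval 0.774 to 5.44) against a chance level of 0.474% (interval 0.0574 to 1.70), and replicate 3 had 17 of 228 (7.46%, interval 4.40 to 11.7) against 0.219% (interval 0.00555 to 1.22). The rule was chosen after the barcodes were seen.

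**Figure D2:**
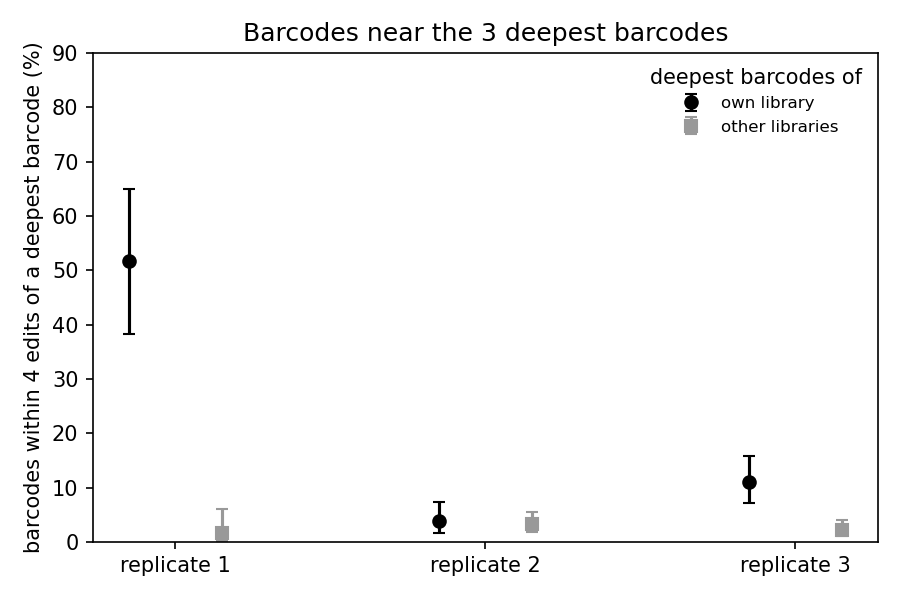
Percent of kept barcodes within 4 edits of 1 of the 3 deepest barcodes of their own library (black circles) or of the other libraries (grey squares), by replicate, with exact 95% binomial intervals as bars. Replicates 1 (51.7% against 1.72%) and 3 (11.0% against 2.19%) stood above the chance level, and replicate 2 (3.79% against 3.32%) did not.

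Leiden clustering of the 506 kept barcodes gave 9 clusters, found without the receptor, odorant-binding protein and neurotransmitter genes, and nearly all followed the library. Clusters 2, 6 and 8, with 176, 107 and 109 barcodes, held mostly shallow barcodes, had median counts of 456.5, 391 and 658, and raised no more than 2 markers of any class. Cluster 1 (22 barcodes, all of replicate 1) raised the epidermis markers grh, knk and kkv and was called epidermis-like. Cluster 9 (17 barcodes, all of replicate 3) raised 8 neuron markers, nSyb, Syt1, cpx, para, futsch, nrv3, CadN and Rim, and was called neuron-like, although elav was counted in only 1 of its barcodes. Cluster 7 (45 barcodes, 41 of replicate 2) raised 4 glia markers and 2 neuron markers and stayed unnamed, as did the remaining clusters. All 17 neuron-like barcodes were either among the 3 deepest of replicate 3 (2 of them) or within 4 edits of those (15). The same held for 81.8% of the 22 barcodes of cluster 1, 1 of them among the deepest of replicate 1 and 17 near them. The number of separate cells behind these clusters is therefore not known.

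Neuron-like barcodes made up 0 of 61 in replicate 1, 0 of 214 in replicate 2 and 17 of 231 in replicate 3 (7.36%, interval 4.35 to 11.5). If barcodes are independent, the counts of 0 allow shares of up to 4.92% in replicate 1 and 1.40% in replicate 2. These limits hold for barcodes that the naming rule calls neuron-like, and they set no limit on neurons. Cluster 7, mostly of replicate 2, stayed unnamed although nrv3 was counted in 91.1% of its barcodes and para in 84.4%. The mean share was 2.45% ± 4.25 (SD, n = 3). The share moved most when a barcode was called neuron-like from counts of at least 2 neuron markers whatever its cluster, which gave 50.5% ± 31.2 (SD, n = 3). With the class present in 1 library, the planned tests of neuron-like against other cells and of Orco-positive against Orco-negative neuron-like cells had no replicates and were not run.

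Levels of marker lists differed strongly between the replicates. Neuron markers together reached 109 counts per 1000000 (CPM) in replicate 1 (interval 81.5 to 142), 6201 in replicate 2 and 12366 in replicate 3, with a mean of 6225 ± 6129 (SD, n = 3). Epidermis markers ran the other way, at 975 CPM in replicate 1, 22.9 in replicate 2 and 26.0 in replicate 3. Glia markers stood at 595, 3766 and 477 CPM. The means of the remaining lists were 154 ± 85.0 for muscle, 82.5 ± 22.4 for sensillum support cells, 92.7 ± 19.1 for hemocytes, 2.95 ± 2.89 for fat body, 173 ± 103 for trachea and 2.30 ± 2.07 for salivary gland (CPM, SD, n = 3).

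Odorant-binding protein genes (Obp) took 5.25%, 1.95% and 2.76% of the kept counts in replicates 1, 2 and 3, a mean of 3.32% ± 1.72 (SD, n = 3). Obp28a alone took 5.14% in replicate 1, 0.217% in replicate 2 and 1.25% in replicate 3. In replicate 1, 22415 of the 26121 Obp counts lay in the 11 barcodes of cluster 3. Of these barcodes, 1 was among the 3 deepest and 6 lay within 4 edits of those, so the share is not library-wide. Among barcodes with at least 200 but fewer than 500 genes, the mean Obp share rose to 6.41% ± 3.75. The receptor lists were far lower. Odorant receptor genes (Or) stood at 18.1, 1439 and 124 CPM, ionotropic receptor genes (Ir) at 24.1, 110 and 382, gustatory receptor genes (Gr) at 20.1, 190 and 107, and pickpocket channel genes (ppk) at 58.3, 349 and 373. TRP and other mechanosensory channel genes stood at 90.5, 170 and 197. Of 109 listed receptor and channel genes with any count, 35, 59 and 48 were counted in the kept barcodes of replicates 1, 2 and 3.

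**Figure D3:**
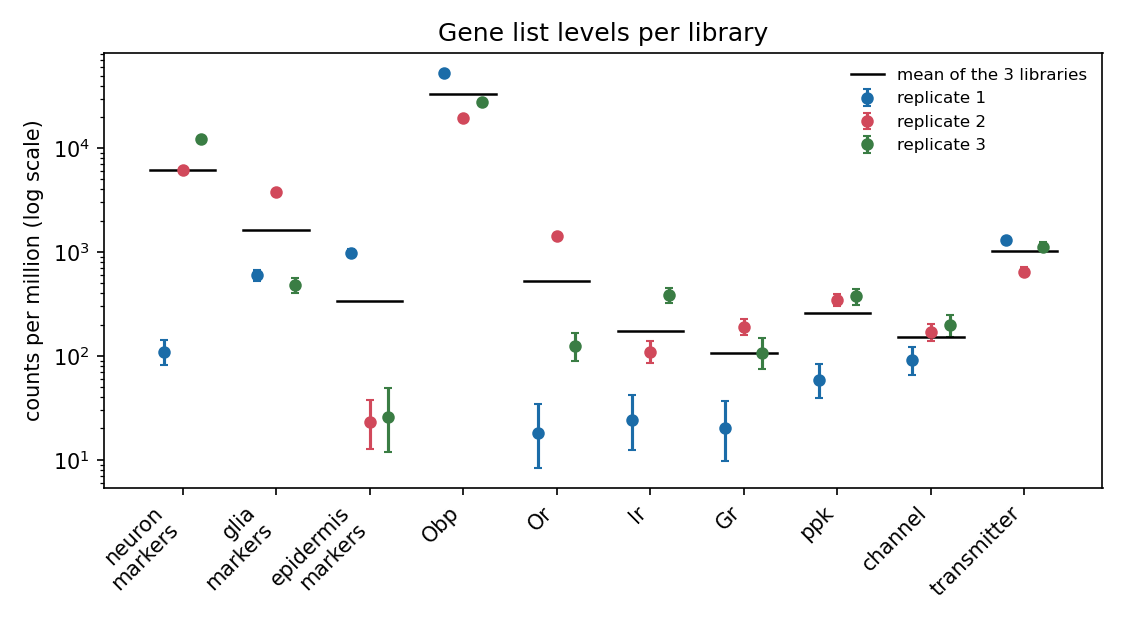
Summed CPM (log scale) of each gene list in the kept barcodes of each library, as coloured points with exact 95% Poisson intervals, and the mean of the 3 libraries as a black line. Neuron markers ranged from 109 to 12366 CPM, while epidermis markers were highest in replicate 1 at 975.

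The odorant co-receptor gene Orco (FBgn0037324, arm 3R) was counted in replicate 2 only, with 395 counts in 71 of 214 kept barcodes (33.2%, interval 26.9 to 39.9). No kept barcode of replicate 1 or 3 carried it, which allows shares of up to 4.92% and 1.30% of barcodes if these are independent. That sets no limit on cells with the gene. In replicate 2 it was counted in 25 of 29 barcodes with at least 1000 genes (median 6787 counts) and in 35 of 160 with at least 200 but fewer than 500 genes (21.9%, median 431 counts). The ionotropic co-receptor gene Ir25a (FBgn0031634, arm 2L) was counted in 0 of 61, 18 of 214 (8.41%) and 20 of 231 (8.66%) kept barcodes. Ir76b (FBgn0036937, arm 3L), another ionotropic co-receptor gene, was counted in 5 barcodes of replicate 2 (6 counts) and in none of the others.

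In neuron-like barcodes, 8 receptor and channel genes were counted in at least 3 barcodes, against 47 in the other 489 barcodes. Those most often counted were nompC in 12 of 17 (70.6%), Ir51a in 6 (35.3%), Gr28b and Ir21a in 4 each (23.5%) and CG3280, an older symbol of Tmc, in 3 (17.6%). Median counts were 3754 in these barcodes and 489 in the other 214 barcodes of replicate 3, where the same genes were counted in 3.27%, 1.87%, 6.54%, 3.74% and 0%. Thinned to 395 counts per barcode, nompC was counted in 2 of 17 neuron-like barcodes (11.8%) and in 4 of 154 others (2.60%). Relative to all counts, nompC stood at 271 and 45.6 CPM and Ir51a at 146 and 26.0, whereas Gr28b and Ir21a were lower in the neuron-like barcodes, at 57.3 against 91.2 and 52.1 against 78.1. Their shares of barcodes therefore followed depth. Ir25a was counted in 2 of the 17, and Ir76b and Orco in 0, which allows up to 17.6% of barcodes with a count if the 17 are independent. It sets no limit on cells with the gene.

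Counts of at least 2 of the 5 receptor families (Gr, Ir, Or, ppk and channels) occurred in 8 of 17 neuron-like barcodes (47.1%, interval 23.0 to 72.2) and in 32 of the 214 other barcodes of replicate 3. After thinning to 395 counts the shares were 0 of 17 (interval 0 to 19.5%) and 8 of 154 (5.19%), a difference within counting error. Under the marker rule, which was planned as an alternative and gave both classes in every library, the shares were 66.7%, 40.3% and 18.1% in barcodes with at least 2 neuron markers and 17.3%, 13.3% and 15.4% in the rest. The mean difference was 26.3 percentage points ± 23.3 (SD, n = 3), with a two-sided exact sign-flip permutation p of 0.25, the smallest that 3 libraries can give. The thinned difference was 1.47 percentage points ± 3.92 (SD, n = 3), with an exact p of 1. When each family was shuffled among the barcodes with at least 2 neuron markers of the same library and depth class, the observed number with at least 2 families was 1.04, 0.916 and 0.845 times the expected number. In these barcodes of replicates 2 and 3, counts of several families were thus not more frequent than the shuffles gave. The observed 56 in replicate 2 and 30 in replicate 3 lay at the lower ends of 95% of shuffles (56 to 66 and 30 to 41). In replicate 1 the shuffles gave 5 to 6 around an observed 6 of 9, which leaves no room for an excess. Barcodes without the markers were not shuffled. Ir25a and Ir76b were counted together in 3 barcodes of replicate 2 that passed the marker rule, against 1.42 expected (95% of shuffles 0 to 3).

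The marker rule split the kept barcodes into 9 with and 52 without in replicate 1, 139 and 75 in replicate 2, and 166 and 65 in replicate 3. Barcodes with the markers were deeper, at median counts of 13131 against 1841, 634 against 377 and 597 against 398 in replicates 1, 2 and 3. Their sums held 281587 against 215905, 623361 against 30701 and 316556 against 29065 counts. In replicate 1 all kept barcodes held only 54 neuron marker counts. The classes thus differed in depth too, and the contrast is not specific to neurons. Counts were summed per library and class and tested with the library as a block. Of 3437 genes tested apart from the neuron markers, 0 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An unadjusted p under 0.05 in that test was found for 134 genes. DESeq2 called 14 genes lower, 4 of them Obp genes, and 0 higher. The neuron markers, which define the classes, did not pass in edgeR either. The adjusted p was 0.0682 for nrv3, 0.0916 for CadN at a log2 fold change of 4.62, and 0.996 for nSyb. None of the 16 receptor and channel genes tested passed, whether adjusted over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. Orco changed by a log2 fold change of 0.27 ± 0.96 (SE, adjusted p 0.996) and Ir25a by 0.18 ± 0.99 (SE, adjusted p 0.996), while Ir76b did not pass the count filter. In simulated counts for this comparison over 3445 genes, 200 genes were changed. At a log2 fold change of 2 the test recovered 34 of the 164 changed genes that passed the count filter (20.7%, or 17% of all 200). At 4 it recovered 142 of 156 (91.0%, or 71% of all 200), so a log2 change of 2 was mostly not detectable even there. The simulation gave every gene the same dispersion, so its recovery may be too high for the real counts. In those, CadN and Rim did not pass at log2 fold changes of 4.62 and 3.83.

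Receptor counts in the deep barcodes were then compared with each barcode's share of its library, over barcodes with at least 1000 genes and genes with at least 5 counts there. A gene was called gathered in a barcode when the lower bound of its share exceeded 2 times the barcode's share of all counts. Of 850 pairs of gene and barcode, 16 were gathered, 0 in replicate 1, 14 in replicate 2 and 2 in replicate 3, and they lay in 9 barcodes. This rule was chosen after the counts were seen, as were the genes it names. Requiring 4 times the share left 9 pairs, and requiring only more than the share gave 24, of which 1 was in replicate 1. Adding barcodes to a deeper one within 3 edits gave 14 pairs in 8 barcodes.

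Several of these barcodes carried an odorant receptor. Barcode GCACGGTGCAAG of replicate 2 (42197 counts, 6.45% of the library) held 66 of 113 counts of Or94a (58.4%, interval 48.8 to 67.6) and 44 of 107 counts of Or94b (41.1%, interval 31.7 to 51.0). Or94a (FBgn0039033) and Or94b (FBgn0039034) are neighbours on arm 3R, and how reads matching both were counted is not stated, so their separate counts are uncertain. Barcode AAACTAAGCATA (38370 counts, 5.87%) held 89 of 249 counts of Or47a (35.7%), 24 of 42 counts of Or33b (57.1%) and 83 of 395 counts of Orco (21.0%). Or47a (FBgn0026386) lies on arm 2R and Or33b (FBgn0026391) on arm 2L between Or33a and Or33c. Barcode AAACTAAGCCAC, at 3 edits from it, also gathered Or47a and Orco, with 6 and 8 counts. In replicate 3, barcode GGACCGCATTCA held all 11 counts of Or49b (interval 71.5 to 100%) and barcode TTTGAACGTAGA held 15 of 25 counts of Ir93a (60.0%, interval 38.7 to 78.9).

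Genes of more than 1 family were gathered in 1 of the 9 barcodes. Barcode GGCTTCGGCATC of replicate 2 (28073 counts, 4.29% of the library) held 10 of 42 counts of Ir25a (23.8%, interval 12.1 to 39.5), 6 of 15 counts of Gr33a (40.0%, interval 16.3 to 67.7) and 9 of 28 counts of ppk23 (32.1%, interval 15.9 to 52.4). With 4 times the share required, or with 10 counts required, 0 barcodes had genes of more than 1 family, and with only more than the share required, 2 of 14 had. Barcode GGGAGTAGTGCG held 10 of 63 counts of ppk and 8 of 57 of ppk26, and barcode CGCGGGAGCGAG held 7 of 17 counts of ppk12. The deepest barcode of the library, ACCGATTTCTTC, held 45 of 64 counts of the TRP channel gene pain (70.3%, interval 57.6 to 81.1). With 24.1% of all counts, it also held 47.9% of the counts of the glia marker nrv2 and 40.2% of those of Gs2. Among neuron markers it held 15.8% of nrv3 and 41.0% of brp.

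**Figure D4:**
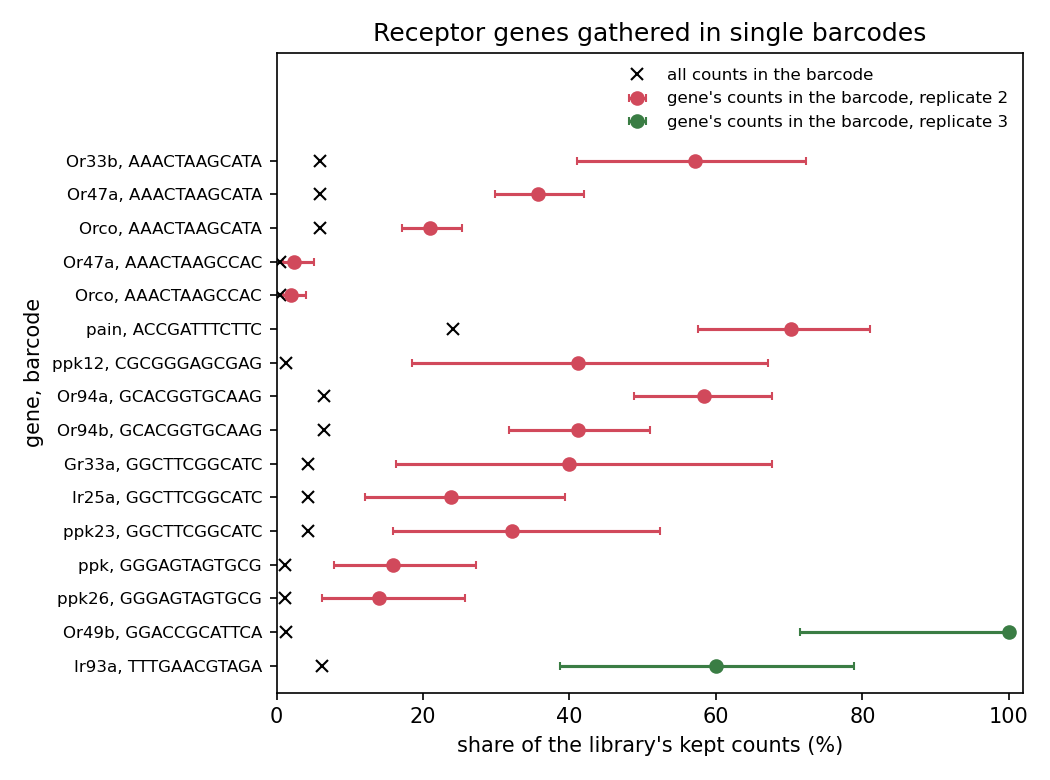
Share of a receptor gene's kept library counts found in 1 barcode (coloured points, exact 95% binomial intervals) beside that barcode's share of all kept counts (crosses), in percent, for the 16 gathered pairs of gene and barcode. Points lie to the right of their crosses by the rule that selected them, from 2.03% of Orco in barcode AAACTAAGCCAC to 100% of Or49b in barcode GGACCGCATTCA.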

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

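The signal outside the main measurement came from barcodes with fewer than 200 genes, which were left out of the main settings and entered only alternatives and a comparison of neuron markers by depth. With 3 libraries in 1 group, no test for an outlying sample or for a difference between groups applied. The test in this part was chosen before its result was seen.

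Receptor and channel genes stood at 475 CPM (5 counts, interval 154 to 1109) in the unused barcodes of replicate 1, at 1839 (65 counts) in those of replicate 2 and at 1428 (34 counts) in those of replicate 3. The limits that a count of 0 allows there were 285, 84.9 and 126 CPM. The kept barcodes stood at 211, 2257 and 1183 CPM, so the discarded barcodes carried receptor transcripts at much the same level as the kept ones, within counting error in replicates 2 (interval 1419 to 2343) and 3 (interval 989 to 1995). In replicate 1 the kept level lay within the wide interval too.

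Free RNA shared by all droplets of a library is a candidate source. It predicts that counts of a receptor gene spread over shallow barcodes as draws from 1 pool. This was tested in kept barcodes with at least 200 but fewer than 500 genes, on the receptor genes with at least 10 counts there, 5 in replicate 2 and 3 in replicate 3. No receptor gene of replicate 1 had as many, so it gave no value. The number of barcodes with a count, summed over these genes, was 0.983 times that expected from such draws, and simulated pools gave 0.958 to 1.05. By library it was 1.01 times in replicate 2 and 0.954 times in replicate 3. In the same barcodes the ratio for Obp genes was 0.840, 0.954 and 0.966 in replicates 1, 2 and 3. For all genes it was 0.758, 0.958 and 0.949. No pools were simulated for these lists, so their distance from 1 was not judged. Receptor genes with fewer counts and the unused barcodes themselves were not tested. Most receptor counts there were single, which leaves the ratio little room to fall. In replicate 2, Orco had 39 counts in 35 of these barcodes and Or47a 20 counts in 20. Shallow cells with so few counts each, of the same or of different receptor genes, would give much the same ratio and are not excluded. The ratio therefore does not tell free RNA from such cells. A pool that is the same as the deep barcodes' RNA does not account for all lists, since Obp genes stood at 48832, 40448 and 48129 CPM in the unused barcodes of replicates 1, 2 and 3 and at 52505, 19487 and 27568 in the kept ones. No biological explanation was tested, as the design names no second group.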

How the results depend on the processing

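The contrast of barcodes with and without 2 neuron markers, the related barcodes, the gathered pairs and the list levels had alternatives chosen only after the data were seen, as were the settings with 1000 genes, with related barcodes merged, with marker folds from barcode means and with Gaussian weights. The others were planned. No setting gave a test of neuron-like against other clusters or of Orco-positive against Orco-negative cells, because no more than 1 library had at least 5 barcodes in each class. The expected number for Ir25a and Ir76b together was computed under the marker rule only.

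The mean share of neuron-like barcodes was 2.45% also under resolutions 0.5 and 2, centring within libraries, the mitochondrial limit, marker folds from barcode means and Gaussian weights, and 1.01% with no minimum of genes. It moved to 14.4% with 500 genes required, 33.3% with 1000 genes, 19.4% with related barcodes merged, 37.0% with doublets left out and 50.5% under the marker rule. Without each replicate in turn it ranged from 0 to 3.46%, and it was 0 without replicate 3. With doublets left out a large cluster of replicate 2 took the name neuron-like (97.4% of its barcodes), so the name depends on the barcodes present; the cause was not tested.

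The 8 receptor genes counted in at least 3 neuron-like barcodes became 18 with 1 barcode required, 1 with 10 required, 15 with doublets left out, 42 under the marker rule and 0 after thinning, and ranged from 0 to 8 without each replicate. The share of neuron-like barcodes with at least 2 families, 47.1% in replicate 3, was 0% after thinning and 19.0% with doublets left out. It was 80.0% with 1000 genes required, 20.0% with related barcodes merged, and 50.0% without replicate 1 or 2. The 19.0% is a mean of 3 libraries (0 of 3, 28 of 151 and 5 of 13). In replicate 3 alone the share with doublets left out was 38.5%. Thinning removes only depth, so depth shows as the cause of the fall after thinning. Ir25a and Ir76b together were counted in 0 neuron-like barcodes in every setting that named them from clusters. Under the marker rule they were counted together in 3 of 314 barcodes (0.955%), in 1 of 314 with 2 counts required and in 0 of 266 after thinning.

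In the marker contrast, edgeR called 0 genes higher and 0 lower. The counts of lower genes were 10 with DESeq2 size factors (3 of them Obp genes), 14 with DESeq2, 8 with 3 neuron markers required and 4 with doublets left out, and ranged from 0 to 2 without each replicate. The counts of higher genes were 1 after thinning and 1 with doublets left out, and ranged from 0 to 2 without each replicate. Leaving out doublets also left out replicate 1, which kept only 4 barcodes with the markers, and tested 1676 genes; without replicate 1 alone 2 genes were higher and 2 lower of 2443, so the part of the doublets was not separated. The median log2 fold change of all genes was 0.19 with TMM and -0.03 with DESeq2 size factors. Receptor list genes higher stayed at 0 in every setting with such genes tested. Without the replicate block, edgeR again called 0 genes, of 1924 tested. With 500 genes required the contrast was not run, because replicates 2 and 3 kept 2 and 0 barcodes without the markers.

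Related barcodes of replicate 1 (51.7%, chance level 1.72%) came to 0% at 3 edits, 67.2% at 5 edits (chance 13.8%), 28.3% with the deepest barcode only (chance 0%), 22.4% by a shared run of 7 bases (chance 0.862%) and 76.5% with 500 genes required (chance 1.47%). In replicate 3 (11.0%) the shares were 7.46% at 3 edits (chance 0.219%), 19.3% at 5 edits (chance 15.1%, with overlapping intervals), 4.82% by a shared run (chance 0.877%) and 47.1% with 500 genes (chance 2.94%). In replicate 2 (3.79%) they were 2.37% at 3 edits (chance 0.474%, with overlapping intervals), 12.3% at 5 edits (chance 13.7%, with overlapping intervals) and 13.7% with 500 genes (chance 2.94%, with overlapping intervals). The 16 gathered pairs became 9 at 4 times the share, 10 with 10 counts required, 24 with only more than the share required, 18 in barcodes with 500 genes and 14 with barcodes added to a deeper one within 3 edits, which joined the near barcodes with Or47a and Orco. Barcodes with genes of more than 1 family numbered 0, 0, 2, 1 and 1 in these settings. Merging with the 3 deepest barcodes alone gave 16 pairs but did not join that pair of barcodes.

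The Obp share, 3.32%, was 6.41% among barcodes with at least 200 but fewer than 500 genes, and ranged from 2.35 to 4.0% without each replicate. The neuron marker share, 0.623%, ranged from 0.389 to 0.733% over the barcode sets tried and from 0.315 to 0.928% without each replicate. Its SD of 0.613 is nearly as wide as the mean, so the means say little about stability. Within libraries the level moved, from 109 to 1520 CPM under 200 genes in replicate 1 and from 12366 to 6345 CPM in replicate 3 among barcodes with at least 200 but fewer than 500 genes.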

Other observations

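The comparisons of barcode sequences within 4 edits, the expression and cluster tests by replicate, the tests of Or94a with Or94b and of Or47a with Or33b, and the depth, deep barcode and tissue tests of replicate 1 were chosen only after the result was seen; the other tests in this part were written before.

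Barcodes near the deepest barcodes of a library may not be separate cells. Chance similarity was set against the observed shares of 51.7% in replicate 1 and 11.0% in replicate 3, and the chance levels of 1.72% and 2.19% lie below both intervals. At 5 edits the interval of replicate 3 overlapped that of chance. In replicate 2 chance is not excluded, since the observed 3.79% and the chance level of 3.32% overlap. At 3 edits its share was 2.37% against 0.474%, and with 500 genes 13.7% against 2.94%, both higher than chance but with overlapping intervals. Copies of 1 bead's molecules under altered barcodes are a candidate explanation, and it predicts that the deep barcode nearest in sequence is also the most similar in expression. That was so for 73.8% of related barcodes (45 of 61, interval 60.9 to 84.2) against 30.0% of unrelated ones (interval 24.7 to 35.6). Replicate 1 carries this result, with 30 of 30 against 8 of 22. That is 100% against 36.4%. In replicate 2, whose related barcodes were near chance level, it was 5 of 8 (62.5%, interval 24.5 to 91.5) against 23.5% (interval 16.7 to 31.6), which overlap. In replicate 3 (10 of 23, 43.5%, against 35.7%) this test decides nothing, since the deepest barcode lies 3 and 4 edits from the others of the 3. There, 15 of 25 related and 0 of 203 unrelated barcodes lay in cluster 9 with the deepest barcode. Among those with at least 500 but fewer than 1000 genes it was 8 of 10 (80.0%, interval 44.4 to 97.5) against 0 of 17 (interval 0 to 19.5%), at median counts of 2581 and 1161, so depth was not fully equal. The values the explanation needs are thus present in replicates 1 and 3, and it stays open in replicate 2. Each of the 3 clusters 1, 3 and 4 of replicate 1 held 1 of its 3 deepest barcodes with 17, 6 and 7 of their neighbours, and all 17 neuron-like barcodes of replicate 3 were near its deepest barcodes or among them by sequence. Whether a bead with a faulty barcode, a sequencing error or another step made them was not tested, and reads would be needed.

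Receptor genes gathered in single barcodes do not look like free RNA. Draws from 1 common pool per library gave at most 2 gathered pairs in 200 simulations, against 16 observed. Many copies of single molecules remain open, because collapsing of copies is not stated. Random lists of other genes with the same library totals gave 9.36 ± 2.70 gathered pairs (SD over 100 lists, range 3 to 18), and 2 of the 100 lists gave 16 or more. Such pairs can come from copying or from genes that are specific to a cell, and the lists cannot separate these. The barcodes with Or94a and Or94b, with Or47a, Or33b and Orco, and with Ir25a, Gr33a and ppk23 are hypotheses of single cells with these genes. Each was seen in 1 library, and doublets were not excluded. The last of them, with 4.29% of its library's counts, was not clearly raised in neuron markers. It held 1.85% of the nSyb, 2.09% of the para and 4.24% of the nrv3 counts, against 6.61% of futsch and 6.41% of brp. It also held 6 counts each of Orco and Or47a.

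Or94a and Or94b in barcode GCACGGTGCAAG could come from reads shared between adjacent paralogs. The odds of Or94a over Or94b were 2.01 times those in the other barcodes of replicate 2 (66 and 44 counts against 47 and 63, Fisher's exact test, two-sided p 0.0150), where a fixed sharing of reads predicts 1. Because counts may include copies of a molecule, that p understates the error, and sharing cannot be told apart from expression of both genes here. Or47a and Or33b lie on 2 different chromosome arms, which rules out adjacency for that pair; sequence similarity between them was not tested.

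Replicate 1 carried few neuron marker counts. Lower depth is not the cause, since CPM in replicate 2 were 57.1 times those in replicate 1 and its kept depth of 497492 counts exceeded that of replicate 3. A few deep barcodes of another type that dominate the sum account for part of it at most. Without the 3 deepest barcodes and those within 4 edits of them, neuron markers of replicate 1 rose from 109 to 277 CPM (13 counts in 28 barcodes), and the ratio fell from 57.1 (interval 43.7 to 76.2) to 21.9 (interval 12.8 to 41.1), still far from 1. The ratio was 22.4 (interval 9.50 to 69.3) among barcodes with at least 200 but fewer than 500 genes. It was 3.89 (interval 2.34 to 6.93) among the unused barcodes with fewer than 200 genes, where replicate 1 reached 1520 CPM (16 counts). The gap thus narrowed toward shallow barcodes, and the cause of this was not tested. A larger share of another tissue may contribute. Epidermis markers were 37.4 times higher in replicate 1 than in the higher of the other libraries, led by Gasp at 476 CPM and grh at 328. Few barcodes carried this, since 207 of the 237 Gasp counts lay in the unnamed cluster 3 and 147 of the 163 grh counts in cluster 1. Glia markers were not raised alike, at 0.158 times the higher of the others. The titles' suffixes differ between the libraries, and a difference in preparation that they may mark stays open as untested.

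The contrast of barcodes with and without 2 neuron markers gave 0 genes in edgeR, 134 at an unadjusted p under 0.05, and 14 lower in DESeq2. With a count of 0, all 4 splits that part every pair of sums must give as many, so the splits say nothing about chance there. Swapping the classes in replicate 2 gave 1 gene past the adjusted threshold, and the swaps in replicates 1 and 3 gave 0. At an unadjusted p under 0.05, swapping the classes in replicate 1, 2 or 3 gave 74, 35 and 42 genes, each fewer than the 134 of the real split. With 4 splits chance cannot be excluded. A count of 0 gave no test of depth either. Thinned to 1 depth the contrast gave 1 gene of 379 tested.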
